A study of Homo sapiens with 12 samples. Its data were reported in "PIK3CA mutation in endometriotic epithelial cells promotes viperin-dependent inflammatory response to insulin" (2023).

How the data were processed

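RNA-seq was performed by the study on 12Z cells, 3 independent experiments for each of 4 conditions, which gave 12 libraries. Cells received non-targeting siRNA and then, transiently, empty pBabe vector or pBabe carrying PIK3CA H1047R. They were kept in serum-free medium for 4 h and treated with 100 nM insulin or vehicle for 24 h. Libraries were made from 500 ng of total RNA with an mRNA kit that keeps strand and sequenced as short paired reads. According to the methods and the submitters' processing notes, the authors trimmed reads with cutadapt and Trim Galore and aligned them to hg38 with STAR. The deposited values are STAR's raw gene counts, that is, read pairs placed at 1 site only, which the authors deposited without normalization. Reads placed at several sites are not in them, so genes with near-identical copies are undercounted. Versions of these tools are not given in the sources used here. The annotation release named in the methods belongs to the mouse series, while the deposited files hold human Ensembl gene identifiers, so the human release is not known. Other parts of the study, such as RSAD2 knockdown and protein blots, are not analysed here.

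Reverse-strand counts were used, as in the study, and held 93.5 to 93.7% of strand-specific gene counts. Each file listed 60617 gene identifiers, of which 60357 were matched in a table of gene names and 42009 had a symbol there. Rows of unmapped, multiply placed, unassigned and ambiguous reads stayed out of library sizes and tests. They held 3.12 to 4.09%, 8.48 to 15.4%, 3.91 to 4.55% and 3.31 to 3.61% of reads. Gene coordinates came from an hg38 annotation. Total gene counts per library ranged from 21483124 to 37918025. Replicates of a group differed by more than counting noise in every pair (chi-square per degree of freedom 2.7 to 5.9 over genes with at least 20 counts in the pair), so none looked like 1 library deposited again. Separate libraries of the same RNA would exceed counting noise too, and the replicates were counted as separate samples because the study describes independent experiments.

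Genes averaging at least 1 count per library were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest in R 4.3.3) after TMM scaling, in 1 fit of all 12 libraries with 1 coefficient per group and 8 residual degrees of freedom. The 5 contrasts were insulin in control cells, insulin in H1047R cells, H1047R in vehicle, H1047R in insulin, and the interaction, which is the difference of the insulin effects. Genes were called at a Benjamini-Hochberg FDR below 0.001. The study used the same threshold with DESeq2, but corrected p-values by independent hypothesis weighting. Standard errors were computed as the absolute log2 fold change divided by the square root of the test's F statistic. CPM values were scaled by the TMM factors. All adjusted p-values of genes come from this edgeR test unless DESeq2 is named. Overlaps were set against n1 × n2 / N with Fisher's exact test. Quality measures of 3 against 3 libraries cannot go below p = 0.1 in a two-sided exact permutation test.

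In total, 24 gene lists were fixed before the data were examined. Their subjects were interferon-stimulated genes, interferon ligands, receptors and sensing, UPR chaperones, ATF4 and amino acid response, ER targeting, cytosolic ribosomal proteins, ribosome biogenesis, nuclear and mitochondrially encoded respiratory genes, hypoxia targets, glycolysis, sterol and fatty acid synthesis, FOXO targets, matrix, NF-κB targets, p53 targets, heat shock, S phase, G2/M, immediate early genes, and epithelial, stromal, leukocyte and endothelial markers. Several of these themes were taken from the study. Lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over all 120 tests, at a threshold of 0.05. Of these, 80 passed, and 1 passed with the correlation estimated from the data. The 79 that were lost had adjusted p-values from 0.0803 to 0.495 with an estimated correlation. The fry test, which asks whether the members of a list move 1 way on balance, was run as an alternative. The counts of list members in the text use FDR values over all genes, and those named as adjusted over the list alone use only the members.

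The genes named were set by a rule fixed before the data were examined. It takes PIK3CA and RSAD2 in every contrast, the 8 genes with the largest increase and the 8 with the largest decrease, and up to 3 called members of each list with the largest absolute change, all averaging at least 1 CPM. The top genes also needed no overlap between the 3 libraries of each group, except for the interaction, a condition that chance meets for 10% of genes. Where a list had no called member, up to 2 of its most abundant members were eligible. The rule gives 389 entries, of which the text names a part. Some of the others are not reported here.

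Counts were simulated from the means and library sizes of these libraries, with 50 genes changed at each of 4 fold sizes. Changes in as many as 5340 genes, as called below, were not simulated, and recovery was not split by abundance. The procedure was tested on these counts. At folds of 1.2, 1.5, 2 and 4, it recovered 36, 82, 96 and 100.0% for insulin in control cells, with 1 false call among 22294 genes, and 10, 72, 92 and 100.0% for the interaction, with 2 among 22261. Alternatives fixed beforehand were RLE scaling, library totals only, no filter, a filter of 1 CPM in 3 libraries, counts without regard to strand, thinning to the smallest library, the replicate number as a block, an FDR of 0.05, a test against a fold of 1.5, only the groups compared, DESeq2 1.42.0, and leaving out each library. A PIK3CA covariate and removal of a GC trend were added after the data were seen.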

Results

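RNA-seq was performed on 12Z cells, an immortalized epithelial line derived from endometriosis, in which endometrium-like tissue grows outside the uterus. All cells had received non-targeting siRNA. They then received a pBabe plasmid, either the empty vector (control cells) or one carrying PIK3CA H1047R (H1047R cells). PIK3CA encodes p110α, the catalytic subunit of a phosphoinositide 3-kinase, and H1047R is an activating mutation in its kinase domain. Cells were kept without serum for 4 h and then given 100 nM insulin or vehicle for 24 h. This gave 4 groups of 3 libraries each: control vehicle, control insulin, H1047R vehicle and H1047R insulin. Counts per library ranged from 21483124 to 29255708 in the first 3 groups named and from 30071951 to 37918025 in H1047R insulin. In all, 22756 genes were tested. Levels below are group means ± SD in CPM, that is, gene counts scaled to library size (n = 3 libraries), and log2 fold changes are given ± SE. Differential expression was called at a false discovery rate (FDR) below 0.001 with edgeR.

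The level of the transfected gene was examined first. PIK3CA (chromosome 3, 179148114 to 179240093 in hg38) was at 88.6 ± 0.384 CPM in control vehicle and 82.6 ± 2.86 CPM in control insulin, a difference that did not pass the test (log2 fold change -0.10 ± 0.0912, adjusted p = 0.672). It was higher in every H1047R library, by 1.41 ± 0.0886 on the log2 scale in H1047R vehicle against control vehicle (adjusted p = 2.73e-14). The H1047R vehicle libraries held 312, 180.1 and 215 CPM, and the H1047R insulin libraries 734, 714 and 715 CPM. The H1047R insulin mean was 3.06 times that of H1047R vehicle (log2 fold change 1.62 ± 0.0839, adjusted p = 5.33e-19). Gene counts do not separate plasmid from chromosomal PIK3CA transcripts. Each comparison of H1047R insulin with another group was therefore also a comparison of different PIK3CA levels.

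**Figure D1:**
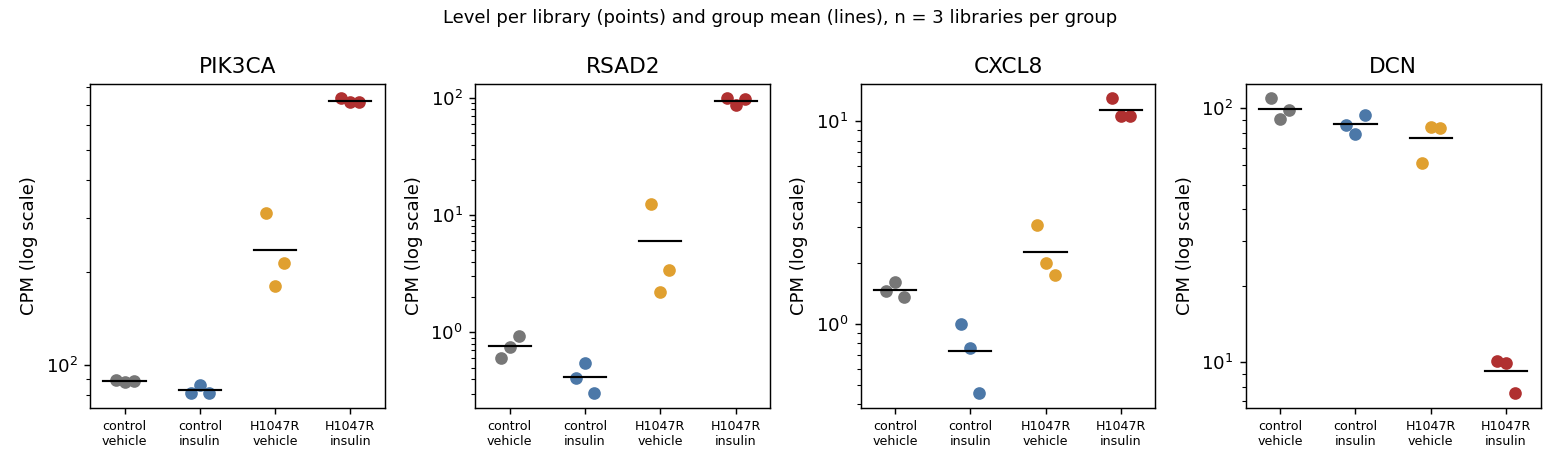
Levels of PIK3CA, RSAD2, CXCL8 and DCN in CPM on log axes for each of the 12 libraries (points) with the mean of each group (lines). PIK3CA lies between 714 and 734 CPM in H1047R insulin and at or below 312 CPM in all other libraries.

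To determine how control cells responded to insulin, control insulin was compared with control vehicle. Insulin raised genes of the amino acid stress response, hypoxia and glycolysis and lowered genes of the extracellular matrix, growth factor feedback and the mitochondrial genome, mostly by less than 2-fold. In total, 372 genes changed, 110 higher and 262 lower, and 4 of the higher and 9 of the lower genes moved over 2-fold. Among the genes with the largest increases, INHBE, which encodes an inhibin subunit, rose from 0.637 ± 0.33 to 1.7 ± 0.281 CPM (log2 fold change 1.46 ± 0.262). ALDH1A1, a retinaldehyde dehydrogenase, rose by 1.17 ± 0.200, CHAC1, a glutathione-degrading enzyme, by 0.93 ± 0.131, DDIT4, an inhibitor of mTORC1, by 0.71 ± 0.0553 and SLC7A11, the cystine transporter, by 0.67 ± 0.0619 on the log2 scale. The largest decreases included ANKRD1 (log2 fold change -1.54 ± 0.114) and CCN2 (-1.09 ± 0.0539), both well-known targets of YAP, and the chemokine CXCL1 (-1.29 ± 0.232). The protease inhibitor TFPI2 fell from 112 ± 11.2 to 47.7 ± 5.67 CPM and the hyaluronan-binding protein CEMIP from 236 ± 4.52 to 117 ± 5.48 CPM (log2 fold changes -1.24 ± 0.0742 and -1.01 ± 0.0438). EDN1, the endothelin precursor, and SPRY1, an antagonist of receptor tyrosine kinase signaling, changed by -1.15 ± 0.125 and -1.06 ± 0.111. Without control insulin replicate 2 the count fell to 233. Some named calls also depended on 1 library. INHBE lost its call with counts taken without regard to strand (adjusted p = 0.0122) and without control vehicle replicate 1 or 2 or control insulin replicate 1 (adjusted p = 0.00172, 0.00882 and 0.0032). ALDH1A1 lost its call without control vehicle replicate 2 or 3 or control insulin replicate 3 (0.00333, 0.00172 and 0.00272), and CXCL1 lost it without control vehicle replicate 1 or control insulin replicate 2 or 3 (0.00748, 0.00317 and 0.00247).

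Gene lists set these changes in pathways. Of 33 genes of the ATF4 and amino acid response, 13 rose and 0 fell (17 higher and 1 lower adjusted over the list alone). The ATF4 list had adjusted p = 6.47e-18, and adjusted p = 0.0803 with an estimated correlation. Of 30 hypoxia targets, 10 rose and none fell (17 higher and 0 lower adjusted over the list alone). The hypoxia list had adjusted p = 2.56e-12, and adjusted p = 0.104 with an estimated correlation. The hypoxia genes that rose included CA9, a carbonic anhydrase (0.65 ± 0.0892), PFKFB4, which makes the glycolytic activator fructose 2,6-bisphosphate (0.51 ± 0.0757), and the glucose transporter SLC2A1 (0.40 ± 0.0487). Of 17 glycolysis genes, 8 rose, among them HK2 (0.40 ± 0.0582), LDHA (0.37 ± 0.0462) and PGK1 (0.36 ± 0.0415), and none fell (10 higher and 0 lower adjusted over the list alone). The glycolysis list had adjusted p = 5.56e-09, and adjusted p = 0.127 with an estimated correlation. Heat shock genes were higher for 4 of 18 members, including HSPH1 (0.29 ± 0.0426), and lower for none (8 higher and 0 lower adjusted over the list alone). The heat shock list had adjusted p = 2.92e-09, and adjusted p = 0.0803 with an estimated correlation. The p53 target list moved higher as a set with 2 of 25 members called, among them the cell cycle inhibitor CDKN1A (0.40 ± 0.045) (3 higher and 0 lower adjusted over the list alone). The p53 list had adjusted p = 0.0029, and adjusted p = 0.185 with an estimated correlation. Of the sterol and fatty acid list, 2 of 31 members rose, INSIG1 (0.27 ± 0.0404) and SCD (0.23 ± 0.0321), and the list itself did not pass (adjusted p = 0.296). The chaperone branch of the unfolded protein response (UPR) had 1 of 33 members called, HSPA5, the chaperone BiP (0.23 ± 0.0381), and moved higher as a set (2 higher and 1 lower adjusted over the list alone). The chaperone list had adjusted p = 0.0244, and adjusted p = 0.104 with an estimated correlation. Without control vehicle replicate 1, the list had adjusted p = 0.0596 and HSPA5 adjusted p = 0.00112. In a fit of the control libraries alone the list had adjusted p = 0.0693. The list of endoplasmic reticulum (ER) targeting components had 1 of 25 members called and moved higher (3 higher and 0 lower adjusted over the list alone). The ER targeting list had adjusted p = 3.47e-05, and adjusted p = 0.0803 with an estimated correlation. The interferon, UPR, ER targeting, ribosome, hypoxia, oxidative phosphorylation and matrix themes were chosen after reading the study, so these lists are not independent evidence of direction in this or any comparison below.

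On the lower side, 5 of 27 FOXO targets fell, as did the list (adjusted p = 1.43e-09, 0 higher and 10 lower adjusted over the list alone). This was the only one of the 120 list tests to pass with an estimated correlation (adjusted p = 0.0126). The lower FOXO targets included YPEL3 (-0.52 ± 0.0681), the insulin receptor substrate IRS2 (-0.50 ± 0.0769) and IGF1R, the receptor for insulin-like growth factor 1 (-0.48 ± 0.0452). Of 58 matrix genes, 14 fell and 1 rose, with CCN1 (-0.58 ± 0.0435) and COL8A1 (-0.53 ± 0.0519) among the lower ones (1 higher and 17 lower adjusted over the list alone). The matrix list had adjusted p = 7.50e-10, and adjusted p = 0.0803 with an estimated correlation. Immediate early and MAPK feedback genes were lower for 7 of 24 members, including DUSP6, a phosphatase of ERK (-0.90 ± 0.0556), SPRY4 (-0.64 ± 0.0733) and ETV4 (-0.63 ± 0.0556), and higher for none (0 higher and 10 lower adjusted over the list alone). The immediate early list had adjusted p = 1.60e-06, and adjusted p = 0.188 with an estimated correlation. Inflammatory NF-κB targets were lower for 5 of 27 members, CXCL1, PTX3 (-0.57 ± 0.0716) and LIF (-0.50 ± 0.0793) among them, and higher for none (0 higher and 5 lower adjusted over the list alone). The NF-κB list had adjusted p = 9.92e-07, and adjusted p = 0.207 with an estimated correlation. Mitochondrially encoded genes were lower for 7 of 13 members, such as MT-CO1 (-0.28 ± 0.0309) and MT-ND6 (-0.43 ± 0.0633), and their share of all counts was 1.84 ± 0.0265% in control vehicle and 1.58 ± 0.0682% in control insulin (0 higher and 12 lower adjusted over the list alone). The mitochondrial list had adjusted p = 1.52e-11, and adjusted p = 0.0803 with an estimated correlation. MYC, a member of the ribosome biogenesis list, fell by 0.39 on the log2 scale (SE 0.0527), while that list, with no other member called, moved slightly higher (mean log2 fold change 0.025). The ribosome biogenesis list had adjusted p = 0.0135, and adjusted p = 0.235 with an estimated correlation. That call was lost without control vehicle replicate 1 or control insulin replicate 3 (adjusted p = 0.137 and 0.071). The ribosomal protein list passed as lower (mean -0.058) with 1 of 78 members called (0 higher and 1 lower adjusted over the list alone), and nuclear oxidative phosphorylation passed as higher (mean 0.034) with no member called (0 higher and 0 lower adjusted over the list alone). The ribosomal protein list had adjusted p = 0.000238, and adjusted p = 0.495 with an estimated correlation. The oxidative phosphorylation list had adjusted p = 0.0105, and adjusted p = 0.475 with an estimated correlation. The first lost its call without control insulin replicate 1 (adjusted p = 0.0601), and the second without control vehicle replicate 3 or control insulin replicate 3 (adjusted p = 0.158 and 0.425). Neither passed fry (adjusted p = 0.264 and 0.165). None of 55 interferon-stimulated genes was called in control cells (camera adjusted p = 0.067), although the list passed, as lower, without control vehicle replicate 3 (adjusted p = 0.0167), without a filter on low counts (adjusted p = 0.0307) and in a fit of the control libraries alone (adjusted p = 0.00119). LGALS3BP, one of the most abundant of them, had a log2 fold change of -0.10 ± 0.0497, and RSAD2, which encodes the antiviral protein viperin, was at 0.764 ± 0.163 CPM with vehicle and 0.419 ± 0.124 CPM with insulin (adjusted p = 0.667).

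The same insulin treatment was next examined in H1047R cells. Interferon-stimulated, inflammatory, immediate early, amino acid stress, hypoxia and glycolysis genes rose, while ribosomal protein, respiratory chain and stromal matrix genes fell. Here 4471 genes changed, 2242 higher and 2229 lower, with 364 and 178 of them over 2-fold. The balance of directions depended on scaling and filter, with 2662 and 1902 for library totals only, 2757 and 2068 without a filter and 2143 and 2211 with a filter of 1 CPM in 3 libraries. RSAD2 (chromosome 2, 6865557 to 6898239) rose from 6.05 ± 5.65 to 94.4 ± 7.14 CPM (log2 fold change 3.98 ± 0.183, adjusted p = 1.32e-20). Of 55 interferon-stimulated genes, 52 rose and 1 fell (52 higher and 1 lower adjusted over the list alone). The interferon-stimulated list had adjusted p = 3.07e-23, and adjusted p = 0.17 with an estimated correlation. The antiviral oligoadenylate synthetase OAS2 rose by 2.91 ± 0.228 and its relative OASL by 3.02 ± 0.159 on the log2 scale. The nucleotide kinase CMPK2, whose gene adjoins RSAD2, rose by 3.27 ± 0.183 and IFI44L by 3.17 ± 0.218. Without H1047R vehicle replicate 1, RSAD2, OAS2, OASL, CMPK2 and IFI44L rose by 5.10, 3.95, 3.71, 3.87 and 4.24. The rise of this list went with the 3.06-fold difference in PIK3CA level. Genes of interferon sensing and receptors rose for 8 of 22 members, including TRIM25 (0.72 ± 0.0571), IFI16 (0.63 ± 0.0507) and TICAM1 (0.58 ± 0.0618), and fell for 2 (8 higher and 2 lower adjusted over the list alone). The sensing list had adjusted p = 0.0105, and adjusted p = 0.104 with an estimated correlation. With the stricter filter of 1 CPM in 3 libraries, that list had adjusted p = 0.13. Beyond these lists, the actin crosslinker ACTN2 (3.64 ± 0.192) was among the largest increases of genes averaging at least 1 CPM.

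Inflammatory NF-κB targets rose for 20 of 27 members and fell for none (20 higher and 0 lower adjusted over the list alone). The NF-κB list had adjusted p = 1.97e-13, and adjusted p = 0.104 with an estimated correlation. CXCL8, the neutrophil chemokine, went from 2.27 ± 0.709 to 11.3 ± 1.37 CPM (2.32 ± 0.144), and the cytokine IL11 (1.92 ± 0.0908) and TNFAIP3, an inhibitor of NF-κB (1.72 ± 0.0838), rose as well. Immediate early genes rose for 18 of 24 members, including the AP-1 component FOSL1 (1.85 ± 0.0754) and the growth factor AREG (2.12 ± 0.226), and fell for none (20 higher and 0 lower adjusted over the list alone). The immediate early list had adjusted p = 1.11e-12, and adjusted p = 0.104 with an estimated correlation. The ATF4 and amino acid list had 27 higher and 1 lower of 33 members, led by ATF3 (2.09 ± 0.108), CHAC1 (1.95 ± 0.0957) and asparagine synthetase, ASNS (1.33 ± 0.207) (28 higher and 1 lower adjusted over the list alone). The ATF4 list had adjusted p = 7.87e-17, and adjusted p = 0.0838 with an estimated correlation. UPR chaperones were higher for 12 of 33, such as SDF2L1 (0.82 ± 0.0878), XBP1 (0.52 ± 0.0539) and HSPA5 (0.50 ± 0.038), and lower for none (12 higher and 2 lower adjusted over the list alone). The chaperone list had adjusted p = 0.00421, and adjusted p = 0.0838 with an estimated correlation. ER targeting components went both ways, 6 higher and 5 lower of 25, for example SEC61A2 (0.74 ± 0.0804) and SRP14 (-0.29 ± 0.0476), and the list did not pass (adjusted p = 0.827, mean 0.028 and median -0.060). Hypoxia targets were higher for 23 and lower for 1 of 30, including the angiogenic factor VEGFA (1.12 ± 0.049), ANGPTL4 (1.85 ± 0.182) and PFKFB4 (1.41 ± 0.0678) (25 higher and 1 lower adjusted over the list alone). The hypoxia list had adjusted p = 1.79e-12, and adjusted p = 0.104 with an estimated correlation. Glycolysis genes were higher for 14 and lower for 1 of 17, with HK2 at 0.97 ± 0.0558 (14 higher and 1 lower adjusted over the list alone). The glycolysis list had adjusted p = 1.71e-06, and adjusted p = 0.181 with an estimated correlation. The p53 target GDF15 (1.12 ± 0.107) was among 13 higher and 2 lower of 25 (13 higher and 2 lower adjusted over the list alone). The p53 list had adjusted p = 2.18e-06, and adjusted p = 0.094 with an estimated correlation. Heat shock genes were higher for 12 of 18, with HSPH1 at 0.57 ± 0.0421 (12 higher and 0 lower adjusted over the list alone). The heat shock list had adjusted p = 6.57e-05, and adjusted p = 0.104 with an estimated correlation. Ribosome biogenesis genes were higher for 20 of 40, with NOP14 at 0.50 ± 0.0507 and RRS1 at 0.54 ± 0.0947, and lower for 1 (23 higher and 1 lower adjusted over the list alone). The ribosome biogenesis list had adjusted p = 3.64e-08, and adjusted p = 0.0803 with an estimated correlation.

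Among the genes that fell in H1047R cells, the proteoglycans DCN and LUM went from 76.5 ± 13.4 to 9.19 ± 1.43 CPM and from 317 ± 44.2 to 80.6 ± 9.96 CPM (log2 fold changes -3.07 ± 0.097 and -1.98 ± 0.0707). WNT2 (-2.51 ± 0.182), GAS1, a growth arrest protein (-2.36 ± 0.0786), and ALDH1A1 (-2.22 ± 0.323) fell with them. Matrix genes were lower for 34 and higher for 9 of 58, and the collagenase MMP1 was among those that rose (2.91 ± 0.277) (9 higher and 34 lower adjusted over the list alone). The matrix list had adjusted p = 1.48e-08, and adjusted p = 0.0868 with an estimated correlation. The stromal and fibroblast marker list, fixed to describe cell types, fell for 8 of 11 members and rose for none (0 higher and 8 lower adjusted over the list alone). The stromal list had adjusted p = 0.000419, and adjusted p = 0.104 with an estimated correlation. Cytosolic ribosomal protein genes fell for 70 of 78 members and rose for none (0 higher and 71 lower adjusted over the list alone). The ribosomal protein list had adjusted p = 2.10e-25, and adjusted p = 0.104 with an estimated correlation. RPS29 was at -0.77 ± 0.0622, RPL23 at -0.69 ± 0.0466 and RPS27 at -0.67 ± 0.0539. Ribosomal protein genes have many processed pseudogenes, so their counts from uniquely placed reads are uncertain. The share of reads placed at several sites was 8.98 ± 0.517% in H1047R insulin against 14.8 ± 0.492% in H1047R vehicle, 14.9 ± 0.213% in control vehicle and 14.3 ± 0.95% in control insulin. Nuclear genes of oxidative phosphorylation fell for 32 of 62, such as NDUFA1 (-0.51 ± 0.0544) and COX7C (-0.50 ± 0.044), and rose for none (0 higher and 35 lower adjusted over the list alone). The oxidative phosphorylation list had adjusted p = 9.81e-11, and adjusted p = 0.121 with an estimated correlation. All 13 mitochondrially encoded genes fell, with MT-CYB at -0.82 ± 0.035 and MT-ND6 at -0.96 ± 0.0652. The mitochondrial list had adjusted p = 4.55e-11, and adjusted p = 0.0803 with an estimated correlation. Their share of counts was 1.79 ± 0.028% with vehicle and 1.3 ± 0.00365% with insulin. G2/M genes fell for 16 and rose for 1 of 28, including CDK1 (-0.39 ± 0.0398) and TOP2A (-0.34 ± 0.0338) (1 higher and 17 lower adjusted over the list alone). The G2/M list had adjusted p = 1.48e-06, and adjusted p = 0.0803 with an estimated correlation. S phase genes fell for 8 and rose for 1 of 25 (1 higher and 9 lower adjusted over the list alone). The S phase list had adjusted p = 0.0032, and adjusted p = 0.131 with an estimated correlation. The FOXO list went both ways, 5 higher, such as IGFBP3 (1.29 ± 0.0645), and 9 lower, such as YPEL3 (-1.03 ± 0.0712) and ERBB3 (-0.96 ± 0.0671), and did not pass (adjusted p = 0.258), although it did with fry, which makes no comparison with other genes (adjusted p = 0.000267, as lower). The sterol list had 8 higher, with INSIG1 at 0.41 ± 0.0403, and 8 lower (adjusted p = 0.993).

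**Figure D2:**
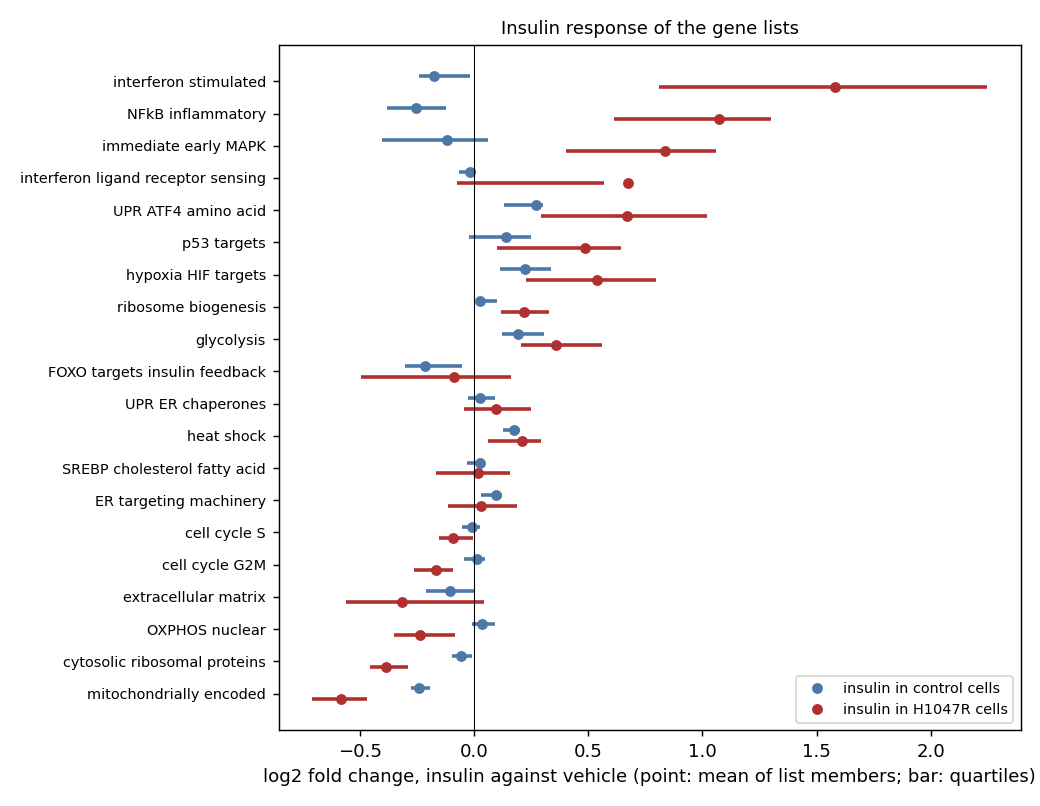
Mean log2 fold change of each gene list with insulin against vehicle (points) and the quartiles of its members (bars) in control cells and in H1047R cells. The interferon-stimulated list lies at -0.18 in control cells and 1.58 in H1047R cells, and the ribosomal protein list at -0.058 and -0.39.

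The responses of the 2 kinds of cells were then compared directly. Of the 372 genes called in control cells, 263 (70.7%) were also called in H1047R cells, against 73.1 for independent lists (odds ratio 10.4, two-sided Fisher's exact test p = 9.33e-103). These contrasts share no libraries. Of the shared genes, 72 rose in both (10.8 for independent lists), 133 fell in both (25.7), 52 fell in control and rose in H1047R cells (25.8) and 6 did the opposite (10.8). ALDH1A1 was one of the last, at 1.92, 4.37, 1.56 and 0.325 CPM in control vehicle, control insulin, H1047R vehicle and H1047R insulin. Another 4208 genes were called in H1047R cells alone and 109 in control cells alone. The size of each response was the root mean square log2 fold change over 13302 genes averaging at least 1 CPM. The mean squared SE was subtracted before the root was taken, which in proportion lowers the smaller response more. This size was 0.129 in control and 0.391 in H1047R cells. The ratio was 3.04 and would be smaller without the subtraction. The correlation of the fold changes across these genes, which are not independent replicates, was weak (Pearson r = 0.164, Spearman rho = 0.218).

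The interaction term tested gene by gene whether the response differed with the plasmid, and it was called for 2064 genes, 1043 with a more positive and 1021 with a more negative response in H1047R cells. The balance depended on the setting, with 1216 and 864 for library totals only, 1378 and 1028 without a filter, 1483 and 1081 without H1047R vehicle replicate 1 and 890 and 975 without control vehicle replicate 1. The difference in response was 4.81 ± 0.822 for RSAD2, 3.82 ± 0.584 for OAS2 and 3.45 ± 0.356 for OASL on the log2 scale, and 49 of 55 interferon-stimulated genes responded more positively (51 higher and 0 lower adjusted over the list alone). The interferon-stimulated list had adjusted p = 8.06e-27, and adjusted p = 0.144 with an estimated correlation. Without H1047R vehicle replicate 1, the differences for RSAD2, OAS2 and OASL were 5.93, 4.86 and 4.14. OAS2 was not called without control vehicle replicate 2 (adjusted p = 0.00137). The NF-κB and immediate early lists, which fell in control cells and rose in H1047R cells, had 17 of 27 and 16 of 24 members with a more positive response and none with a more negative one. As sets they had adjusted p = 7.35e-18 and 6.47e-18, and adjusted p = 0.0907 and 0.0838 with an estimated correlation. They included CXCL8 (3.32 ± 0.304), CXCL1 (2.61 ± 0.278), IL11 (2.16 ± 0.153) and FOSL1 (2.25 ± 0.122). ATF3 (1.89 ± 0.200), PPP1R15A, a phosphatase subunit that restores translation (1.49 ± 0.0776), and the amino acid transporter subunit SLC3A2 (1.05 ± 0.0855) led the ATF4 list, with 15 higher and 3 lower of 33. The ATF4 list had adjusted p = 3.73e-08, and adjusted p = 0.131 with an estimated correlation. XBP1 (0.42 ± 0.0775) was among the 5 higher and 1 lower of 33 UPR chaperones, although not called with DESeq2 (adjusted p = 0.00321). The chaperone list had adjusted p = 0.0342, and adjusted p = 0.109 with an estimated correlation. That list call was lost without control insulin replicate 1, H1047R vehicle replicate 3 or H1047R insulin replicate 1 (adjusted p = 0.0573, 0.0535 and 0.0536). VEGFA (0.76 ± 0.0712) and HK2 (0.56 ± 0.0805) responded more positively, as did 13 of 30 hypoxia genes. The hypoxia list had adjusted p = 2.91e-06, and adjusted p = 0.227 with an estimated correlation. Higher responses were also found for GADD45A (1.53 ± 0.0953), IGFBP3 (1.36 ± 0.099) and TXNIP (0.79 ± 0.0844). Responses were more negative for DCN (-2.86 ± 0.125), LUM (-1.89 ± 0.0962), the matrix protein POSTN (-1.87 ± 0.0724), WNT2 (-2.48 ± 0.228), ALDH1A1 (-3.40 ± 0.379) and the melanocortin receptor MC4R (-2.08 ± 0.185). They were also more negative for 50 of 78 ribosomal protein genes, such as RPS29 (-0.90 ± 0.0875) and RPL23 (-0.60 ± 0.0656), and for 26 of 62 oxidative phosphorylation genes, such as UQCRB (-0.51 ± 0.0639). The ribosomal protein list had adjusted p = 3.45e-20, and adjusted p = 0.131 with an estimated correlation. The oxidative phosphorylation list had adjusted p = 3.28e-13, and adjusted p = 0.104 with an estimated correlation. More negative responses followed for 9 of 13 mitochondrially encoded genes, such as MT-CYB (-0.55 ± 0.0492), and for 8 of 28 G2/M genes, such as CDK1 (-0.35 ± 0.0561). The mitochondrial list had adjusted p = 2.46e-06, and adjusted p = 0.104 with an estimated correlation. The G2/M list had adjusted p = 1.71e-06, and adjusted p = 0.0803 with an estimated correlation. PIK3CA itself had an interaction of 1.72 ± 0.123. With the log2 PIK3CA level of each library as a covariate, a setting added after the data were seen, 10 genes were called for insulin in H1047R cells and 6 for the interaction. The slope of that covariate came mainly from the H1047R vehicle libraries, all below the PIK3CA levels of H1047R insulin.

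**Figure D3:**
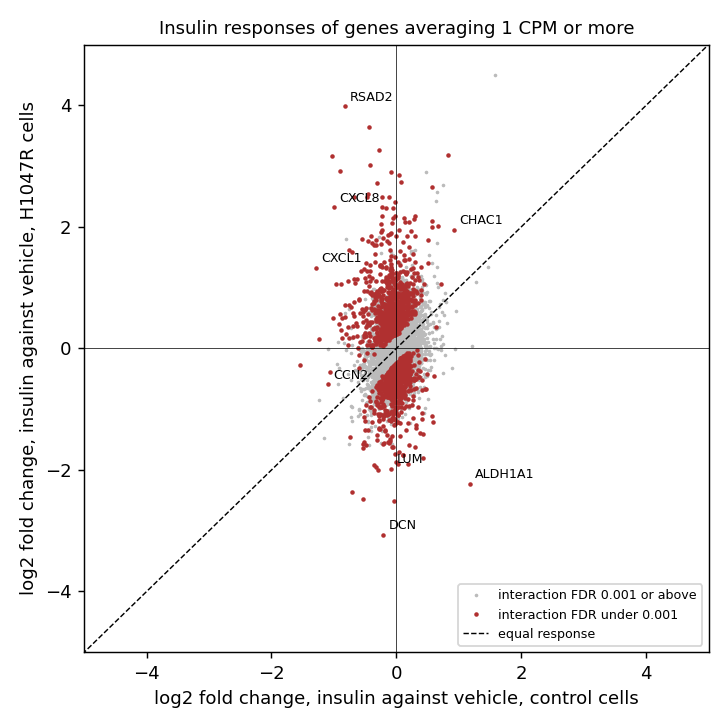
Log2 fold change with insulin in control cells (horizontal) and in H1047R cells (vertical) for 13302 genes averaging at least 1 CPM, with genes called for the interaction in red and a dashed line of equal response. The vertical spread exceeds the horizontal one (root mean squares 0.391 and 0.129 after subtraction of the mean squared SE, which the points still contain).

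Expression of PIK3CA H1047R without insulin was compared with the empty vector. Between these groups 36 genes differed, 32 higher and 4 lower, and interferon-stimulated genes made up 17 of the higher ones. The gene with the largest increase was RSAD2, from 0.764 ± 0.163 to 6.05 ± 5.65 CPM (log2 fold change 2.98 ± 0.413, adjusted p = 2.46e-05), although its H1047R vehicle libraries were spread over 12.5, 2.22 and 3.4 CPM, in the same order as their PIK3CA levels. OAS2 (2.26 ± 0.354), OASL (2.20 ± 0.231), BST2, which tethers virions to the cell surface (1.98 ± 0.325), IFI44 (1.90 ± 0.247) and HERC5, a ligase for ISG15 (1.63 ± 0.195), were higher as well. Without H1047R vehicle replicate 1, the log2 fold changes of RSAD2, OAS2, OASL, BST2 and IFI44 were 1.88, 1.25, 1.54, 1.03 and 1.19, so this library carried much of their size. In the interferon-stimulated list, 17 of 55 genes rose and none fell (30 higher and 0 lower adjusted over the list alone). The interferon-stimulated list had adjusted p = 1.69e-23, and adjusted p = 0.17 with an estimated correlation. The ATF4 list had 4 of 33 members higher, including ATF3 (1.11 ± 0.149) and SLC3A2 (0.49 ± 0.062), and none lower (6 higher and 0 lower adjusted over the list alone). The ATF4 list had adjusted p = 1.68e-10, and adjusted p = 0.104 with an estimated correlation. The lower genes were GASK1B (-0.42 ± 0.0716), GAS1 (-0.38 ± 0.0654), POSTN (-0.32 ± 0.0501) and EDIL3 (-0.29 ± 0.0489). The hypoxia list (1 of 30 members higher) and the NF-κB list (none of 27) moved higher as sets (adjusted p = 1.03e-06 and 0.000105). Neither did with an estimated correlation (adjusted p = 0.207 and 0.292 with an estimated correlation), and the NF-κB list did not pass the fry test either (adjusted p = 0.137). Ribosome biogenesis, glycolysis, sterol and immediate early lists also passed as higher and ribosomal protein, mitochondrially encoded, matrix and G2/M lists as lower, with at most 1 member called in each (adjusted p = 2.68e-06 to 0.00717, and 0.104 to 0.476 with an estimated correlation). The immediate early and sterol lists lost their calls without H1047R vehicle replicate 1 (adjusted p = 0.0674 and 0.101) and the mitochondrial list without control vehicle replicate 1 (adjusted p = 0.0769). The count depended on single libraries. It was 14, 16 and 15 without control vehicle replicates 1, 2 and 3, and 18, 68 and 100 without H1047R vehicle replicates 1, 2 and 3. Of these, 0, 1, 4, 1, 5 and 39 were lower. The count was also 152 without a filter on low counts, 6 with a filter of 1 CPM in 3 libraries and 22 with DESeq2, of which 53, 0 and 6 were lower. The filter of 1 CPM ended the calls of RSAD2, OAS2, BST2, IFI44, ATF3 and all 4 lower genes (adjusted p = 0.00129 to 0.0109), and DESeq2 those of OAS2, BST2, IFI44, HERC5, ATF3 and SLC3A2 (adjusted p = 0.00154 to 0.0314). EDIL3 also lost its call with only the compared groups fitted or a GC trend removed (adjusted p = 0.00133 and 0.00366). RSAD2 lost its call without control vehicle replicate 2 (adjusted p = 0.00122) and OAS2 without replicate 1 or 3 of that group (0.00441 and 0.00447). BST2, GASK1B, GAS1 and EDIL3 each lost theirs without any single control vehicle library or H1047R vehicle replicate 1, and without the last their adjusted p-values were 0.0014, 0.00763, 0.00827 and 0.00763. POSTN lost its call without control vehicle replicate 1 or 2 (adjusted p = 0.00225 and 0.00555).

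Finally, H1047R insulin was compared with control insulin. This contrast held the largest number of calls of the 5 contrasts, 5340 genes (2605 higher and 2735 lower), although with RLE scaling 2836 were higher and 2507 lower. It also held the largest PIK3CA difference, 3.12 ± 0.0905 on the log2 scale. RSAD2 was at 94.4 ± 7.14 CPM against 0.419 ± 0.124 CPM (7.79 ± 0.278, adjusted p = 1.46e-24). IFI44L (6.77 ± 0.339), OAS2 (6.08 ± 0.315) and OASL (5.65 ± 0.203) were higher as well, and 53 of 55 interferon-stimulated genes were higher and 1 lower (54 higher and 1 lower adjusted over the list alone). The interferon-stimulated list had adjusted p = 3.15e-29, and adjusted p = 0.131 with an estimated correlation. All 36 genes called for H1047R in vehicle were called here, against 8.45 for independent lists in any direction (two-sided Fisher's exact test p = 1.98e-23), and these contrasts share no libraries. Of them, 32 were higher in both (3.66 for independent lists) and 4 lower in both (0.481). NF-κB targets were higher for 21 of 27, with CXCL8 at 3.93 ± 0.175 and IL11 at 2.45 ± 0.0947, and immediate early genes for 22 of 24, with FOSL1 at 2.63 ± 0.0800, and neither list had a lower member. These lists had adjusted p = 3.52e-17 and 1.26e-16, and adjusted p = 0.094 and 0.0900 with an estimated correlation. The stress genes ATF3 (2.99 ± 0.117) and PPP1R15A (1.69 ± 0.0532) were among 24 higher and 3 lower of 33 ATF4 list genes. The ATF4 list had adjusted p = 4.02e-10, and adjusted p = 0.104 with an estimated correlation. VEGFA (1.01 ± 0.0482) was among 21 higher and 2 lower of 30 hypoxia genes. The hypoxia list had adjusted p = 4.47e-08, and adjusted p = 0.17 with an estimated correlation. IGFBP3 (1.61 ± 0.0654) and TXNIP (1.02 ± 0.059) rose within a FOXO list that went both ways (9 higher, 5 lower, mean 0.082, median -0.11, adjusted p = 0.744, and 0.000816 with fry, as higher). Lower genes included ALDH1A1 (-3.70 ± 0.261), DCN (-3.24 ± 0.0958), WNT2 (-2.71 ± 0.175), LUM (-2.22 ± 0.0708) and MC4R (-2.22 ± 0.137). Ribosomal protein genes were lower for 70 of 78, with RPL23 at -0.75 ± 0.0466, and none was higher. The ribosomal protein list had adjusted p = 6.83e-22, and adjusted p = 0.127 with an estimated correlation. Oxidative phosphorylation genes were lower for 41 of 62, with UQCRB at -0.60 ± 0.0452. The oxidative phosphorylation list had adjusted p = 8.03e-13, and adjusted p = 0.104 with an estimated correlation. Of 28 G2/M genes, 17 were lower, with CDK1 at -0.57 ± 0.0397. The G2/M list had adjusted p = 3.85e-07, and adjusted p = 0.0803 with an estimated correlation. Interferon sensing, UPR chaperone, ribosome biogenesis, glycolysis and p53 lists also passed as higher and mitochondrially encoded, matrix and S phase lists as lower (adjusted p = 3.75e-08 to 0.0317, and 0.0803 to 0.237 with an estimated correlation). S phase lost its call without control insulin replicate 3 (adjusted p = 0.0625). S phase also lost it with RLE scaling, library totals only or no filter (adjusted p = 0.0624, 0.0965 and 0.051). The filter of 1 CPM, unstranded counts and a fit of only the compared groups ended it too (adjusted p = 0.0987, 0.0518 and 0.147). Sensing lost its call with the filter of 1 CPM (adjusted p = 0.0614). The heat shock list did not pass (adjusted p = 0.0523). It did, as higher, with RLE scaling, library totals only, no filter, the filter of 1 CPM or thinning (adjusted p = 0.0262 to 0.0422). A fit of only the compared groups passed it too (adjusted p = 0.0488). So did leaving out control insulin replicate 3 or H1047R insulin replicate 1 (adjusted p = 0.0405 and 0.0482). The ribosomal protein list moved with the lower share of reads placed at several sites in H1047R insulin.

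Marker lists described the cell types that the libraries held. Of 14 epithelial markers, 8 averaged over 1 CPM, led by the keratin KRT8 at 1428 CPM, and of 12 stromal and fibroblast markers 9 did, led by THY1 at 369 CPM. The median leukocyte marker was at 0.071 CPM and the median endothelial marker at 0.412 CPM, with CD14 (4.28 CPM) and EGFL7 (9.68 CPM) the most abundant. The epithelial, leukocyte and endothelial lists passed the list test in none of the 5 contrasts (lowest camera adjusted p = 0.595, 0.494 and 0.175). Without H1047R vehicle replicate 1, the endothelial list passed for H1047R in vehicle, as lower, and for the interaction, as higher (adjusted p = 0.0302 and 0.0394). At most 2 epithelial, 1 leukocyte and 3 endothelial members were called in any 1 contrast. The stromal list fell with H1047R in both vehicle and insulin (adjusted p = 0.00565 and 0.000903), and it responded more negatively to insulin in H1047R cells, with 4 of 11 members called (adjusted p = 0.00211). With the correlation estimated, none of these passed (adjusted p = 0.167, 0.117 and 0.131 with an estimated correlation), and in vehicle the list did not pass fry (adjusted p = 0.0665). Without H1047R vehicle replicate 1 the first of these had adjusted p = 0.0885. With insulin in control cells the list did not pass (adjusted p = 0.0576), but it did, as lower, without control vehicle replicate 2 or control insulin replicate 2 or 3 (adjusted p = 0.0412, 0.0446 and 0.0217). It also did without a filter, with counts taken without regard to strand and in a fit of the control libraries alone (adjusted p = 0.0355, 0.039 and 0.0336).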

Values the study reported

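At an FDR below 0.001, the study reported 510 differentially expressed genes with insulin in control 12Z cells, of which 172 increased and 338 decreased. In PIK3CA H1047R cells it reported 4,569 such genes with insulin. It stated that 68.8% of the genes affected by insulin in control cells were also affected in the mutant cells, with 4,218 additional genes. For PIK3CA H1047R alone it reported 30 genes, with RSAD2 showing the greatest absolute fold change.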

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

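The tests of PIK3CA level, of insulin acting together with the mutant kinase and of splits of residuals were chosen after the result was seen. The depth test and the other splits were fixed before.

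The insulin response differed with the plasmid by a test of the difference itself for 2064 genes and for the lists given here. The mean difference in log2 response, H1047R minus control cells, was 1.76 for interferon-stimulated genes, 0.69 for interferon sensing, 0.071 for UPR chaperones, 0.40 for ATF4 and amino acid response, 0.19 for ribosome biogenesis, 0.32 for hypoxia targets, 0.17 for glycolysis, 1.33 for NF-κB targets, 0.34 for p53 targets and 0.95 for immediate early genes. It was -0.33 for ribosomal proteins, -0.27 for nuclear oxidative phosphorylation, -0.34 for mitochondrially encoded genes, -0.21 for matrix, -0.081 for S phase, -0.18 for G2/M and -0.41 for stromal markers. These lists passed camera with the preset correlation and none passed with an estimated one (adjusted p = 0.0803 to 0.405 with an estimated correlation). The UPR chaperones lost their call without control insulin replicate 1, H1047R vehicle replicate 3 or H1047R insulin replicate 1 (adjusted p = 0.0573, 0.0535 and 0.0536), and S phase without H1047R vehicle replicate 1 (adjusted p = 0.0885). Without H1047R vehicle replicate 1 the means of these lists were 0.11 and -0.043, and without control insulin replicate 2 the mean of stromal markers was -0.20. Interferon sensing had a median difference of 0.22. With the filter of 1 CPM in 3 libraries its mean was 0.19 and its call was lost (adjusted p = 0.0548). Stromal markers had a median difference of -0.28 and a lower quartile of -0.47, so a few larger falls lowered their mean. Any genes shared by the stromal and matrix lists count in both, so these falls are not separate evidence.

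Insulin changed 4471 genes in H1047R cells and 372 in control cells, a ratio of 12. It was 9.05 with DESeq2 and 9.39 without a filter. Without control insulin replicate 2 it was 19.2, but only the control count fell there, to 233, while the H1047R count stayed at 4471. That rise thus came from calls lost in control cells alone. The ratio also depended on the threshold, with 6.48 at an FDR of 0.05 and 74.6 against a fold of 1.5. The H1047R insulin libraries were the deepest, but with every library thinned to the smallest total the ratio was 11.8, which argues against depth. Their higher PIK3CA level is a candidate explanation: H1047R vehicle replicate 1, with the highest PIK3CA level of its group and no insulin, deviated from the rest of its group along the difference between H1047R insulin and control insulin (r = 0.537 across 13302 genes, which are not independent replicates). The 3 control vehicle libraries had at most 0.0578 in absolute value along the same difference. As 1 library of 3, this replicate does not show a dose effect by itself. Insulin acting together with the mutant kinase at an equal PIK3CA level cannot be told apart from this. The lowest PIK3CA level with insulin was 2.29 times the highest without it in H1047R cells. Separate preparation or sequencing of the H1047R insulin libraries cannot be told apart either. They held 8.48 to 9.51% multiply placed and 3.56 to 3.61% ambiguous reads, against 13.6 to 15.4% and 3.31 to 3.50% elsewhere. The same holds for the interaction and for H1047R in insulin, which use these libraries.

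Other splits of the same libraries were counted for each contrast. For insulin in control cells, insulin in H1047R cells, H1047R in vehicle and H1047R in insulin, the real split was the 1 of 10 with as many calls (372, 4471, 36 and 5340 genes), and the highest of the other splits gave 0 in each. These splits are too few for a share below 0.05. For the interaction, 1 of 60 regroupings of all libraries, the real one, gave as many calls as the 2064 found, and the highest other gave 0. This decides nothing, because the larger effects of insulin and plasmid then enter the residuals. Residuals of an additive model of plasmid and insulin were therefore split again and tested with limma on log2 CPM. The real arrangement, with 1973 genes, was the 1 of 100 with as many, and the highest other gave 22. This argues against a chance arrangement of the libraries, at the smallest share that 100 arrangements can give. The residuals still hold the interaction, which enters the error of the other arrangements, so their low counts are partly built in. The test cannot address a technical difference of the H1047R insulin group.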

How the results depend on the processing

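Counts below are in the order insulin in control cells, insulin in H1047R cells, H1047R in vehicle, H1047R in insulin and interaction. At an FDR of 0.05 they were 1206, 7812, 276, 8774 and 4848, with 867 genes shared by the insulin responses. Against a fold of 1.5 they were 5, 373, 2, 631 and 193, with 0 shared genes and 74 of 148 called named genes still called. Both follow from the thresholds themselves. For H1047R in vehicle, no filter gave 152, a filter of 1 CPM in 3 libraries 6 and DESeq2 22, and the cause was not tested. DESeq2 gave a size ratio of 3.54, cause not tested. The other contrasts stayed within 1.5 times their counts under these 3 settings, and all contrasts did under RLE scaling, library totals, unstranded counts, thinning and GC removal. Leaving out 1 library gave 233 to 295, 3471 to 4647, 14 to 100, 4423 to 4768 and 1562 to 2564 calls, 177 to 270 shared genes and a size ratio of 2.88 to 3.4. More genes were higher than lower for H1047R in insulin with RLE scaling, library totals, no filter, only the compared groups, DESeq2, a fold of 1.5, GC removal or without H1047R insulin replicate 1, unlike the main setting. For insulin in H1047R cells the larger direction turned with the filter of 1 CPM and thinning. For the interaction it turned with thinning, an FDR of 0.05 and without control vehicle replicates 1 or 2, control insulin replicate 3 or H1047R vehicle replicate 3. The lowest of the first range and of the shared genes came without control insulin replicate 2, and the third fell or rose over 1.5 times without each control vehicle or H1047R vehicle library, as given above. Of 148 called named entries, 12 lost their call without some library and 17 under any setting other than the fold test and the PIK3CA covariate. The filter of 1 CPM kept 139 and DESeq2 141. With an estimated correlation, 1 of 80 list calls was left. By construction that setting replaces the preset correlation by the estimated ones and also tests with the 8 residual degrees of freedom, where the preset one uses those of all genes, and the shares of these causes were not tested. The fry test passed 81 lists. It lost ribosomal proteins in H1047R in vehicle and insulin in control cells, oxidative phosphorylation in the latter, and mitochondrially encoded, NF-κB, immediate early and stromal lists in the former (adjusted p = 0.0665 to 0.272). It gained FOXO targets in insulin in H1047R cells, H1047R in insulin and the interaction, ER targeting and heat shock in H1047R in insulin and the interaction, and endothelial markers in H1047R in insulin (adjusted p = 0.000267 to 0.0379). It asks another question, as it makes no comparison with other genes. Heat shock in H1047R in insulin also passed camera under other settings, as given above. For the interaction, heat shock passed camera without H1047R vehicle replicate 1 (adjusted p = 0.0489). Leaving out 1 library gave 77 to 81 list calls and kept 139 to 148 of the called named entries. The replicate block gave 366, 4435, 53, 5336 and 2062 and 267 shared genes. Under this block the interferon-stimulated list passed, as lower, for insulin in control cells (adjusted p = 0.0479), and no other list or named gene changed its call. Same-numbered libraries did not deviate together as a set (r from -0.058 to 0.0873, median -0.0122, over 18 pairs). Pairs with different numbers were similar (r from -0.0862 to 0.0884, median -0.0084, over 36 pairs). The highest same-numbered pair was replicate 1 of H1047R vehicle and of H1047R insulin. For 0 of 12 libraries the own number was best in every other group at once, a strict count that decides little. No pairing by number was thus seen across the pairs.

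The PIK3CA covariate was chosen after seeing the data and run on the contrasts with H1047R libraries, without PIK3CA's own values. It gave 10, 8, 0 and 6 calls, with 1896, 1344, 1199 and 1642 genes at an unadjusted edgeR p under 0.05, 4 shared genes, 45 list calls, 41 called named entries kept (contrasts without H1047R libraries counted as they were) and a size ratio of 1.94. By construction its slope comes from differences within groups, mainly H1047R vehicle (180.1 to 312 CPM), and is extended to 714 CPM and above, and for H1047R against control it is the transgene itself. For the genes called for insulin in H1047R cells, the median absolute log2 fold change went from 0.40 to 0.25. Their median SE went from 0.056 to 0.201, so calls ended through both. No gene whose sign reversed passed the FDR of 0.001 (lowest adjusted p = 0.00115, OAS2 for H1047R in vehicle). For insulin in H1047R cells, RSAD2 had adjusted p = 0.323 and IFI44L 0.410. The reversed lists had adjusted p = 1.47e-23 to 0.0490 in the list test. With the slope so extended, these signs do not show that the genes fall at an equal PIK3CA level. Log2 values that reversed were, for insulin in H1047R cells, -2.07 for OAS2, -1.79 for IFI44L, -1.04 for RSAD2, -0.50 for interferon-stimulated genes (mean), -0.35 for OASL, -0.34 for ANGPTL4, -0.13 for CMPK2, -0.10 for TRIM25, -0.030 for ATF3 and 0.057 for ALDH1A1. For H1047R in vehicle they were -2.56 for OAS2, -2.30 for BST2, -1.90 for RSAD2, -1.43 for IFI44, -1.02 for interferon-stimulated genes (mean), -0.92 for HERC5, -0.92 for OASL, -0.76 for ATF3, -0.61 for NF-κB targets (mean), -0.37 for immediate early genes (mean), -0.25 for SLC3A2, -0.22 for hypoxia targets (mean), -0.17 for ATF4 and amino acid response (mean), -0.13 for glycolysis (mean), 0.020 for EDIL3, 0.10 for ribosomal proteins (mean), 0.20 for GAS1, 0.28 for POSTN and 0.31 for GASK1B. For H1047R in insulin they were -4.04 for OAS2, -3.29 for IFI44L, -2.44 for RSAD2, -1.47 for interferon-stimulated genes (mean), -1.12 for ATF3, -1.06 for OASL, -0.64 for TXNIP, -0.34 for hypoxia targets (mean), 0.026 for UQCRB, 0.26 for RPL23 and 0.49 for ALDH1A1. For the interaction they were -1.48 for OAS2, -0.53 for RSAD2, -0.45 for interferon-stimulated genes (mean), -0.36 for ATF3, -0.27 for HK2, -0.14 for OASL, -0.13 for TXNIP and -0.12 for XBP1.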

Other observations

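Several genes of inflammation and growth factor feedback fell with insulin in control cells and stood highest in H1047R insulin. In control vehicle, control insulin, H1047R vehicle and H1047R insulin, the ERK phosphatase DUSP6 averaged 57.2, 30.6, 59.9 and 88.9 CPM, the pentraxin PTX3 23.8, 16, 27.1 and 65.4 CPM, the cytokine LIF 20.2, 14.3, 19.8 and 30.5 CPM and the chemokine CXCL1 2.18, 0.895, 2.5 and 6.28 CPM. Read counts of the interferons themselves were low. IFNL1 had 0 counts in all 6 control libraries, 6, 1 and 4 in the H1047R vehicle libraries and 37, 31 and 33 in the H1047R insulin libraries, and IFNB1 had 0, 1 and 0 and 6, 3 and 7 in those groups. CXCL10, a chemokine induced by interferon, had 1, 0 and 1 in H1047R vehicle and 15, 21 and 14 in H1047R insulin. These 3 genes were chosen after their values were seen.

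The tests of the share of reads placed at several sites and of a GC trend were chosen after the data were seen. That share was 8.48 to 9.51% in H1047R insulin and 13.6 to 15.4% elsewhere. Fewer ribosomal protein transcripts alone are argued against, since their share of counts fell less than the multiply placed share (ratios of H1047R insulin to H1047R vehicle 0.782 and 0.606, the first 1.29 ± 0.0975 times the second). A separate preparation or sequencing of that group cannot be told apart from its treatment. No other library lay in its range (lowest elsewhere over highest within, 1.43). The sources used here do not say which libraries were prepared or sequenced together.

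Insulin effects in control cells were correlated with GC content across 13284 genes, which are not independent replicates (Spearman rho = -0.222). With a smooth GC trend per library removed, 89% of the 372 called genes were still called, which argues against that trend as the whole cause.

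Insulin raised 110 genes in control cells here. That is lower than the value quoted above from the study, which corrected p-values by independent hypothesis weighting. No filter raised this count to 170 and DESeq2 to 162, and edgeR gave 65, 73 and 63 without control vehicle replicate 2 or 3 or control insulin replicate 2.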
